A study of Mus musculus with 5 samples.

How the data were processed

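RNA was sequenced in bulk from 5 cultures of mouse colon spheroids: 2 from mice carrying dimerization-deficient alleles of Notch1 and Notch2 (called NDD here) and 3 from wild-type mice (WT). Groups and replicate numbers were taken from the sample titles and the genotype labels. The mice were of a mixed background, mainly C57Bl6 with a part of FVB, per the labels. RNA was isolated with a commercial kit and libraries were made with a stranded mRNA kit, per the labels' protocols. The aligner, the counting tool, the genome build and the gene annotation are not stated in the labels or the file headers, so no genome coordinates are given for any gene.

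Values came from a pair of tables of the whole series with 32793 gene rows each. The first holds estimated counts per gene, deposited by the authors as whole numbers with no normalization. They were read as rounded estimates rather than direct read counts for 3 reasons. The ratio of TPM to count moved between libraries by more than 5 percent (standard deviation) in 353 of the 6204 genes with over 500 counts in every library. In addition, 214 cells had a count of 0 and a TPM above 0. Lastly, the rows BC069931 and AK131579 held identical counts in all 5 libraries. How the authors assigned reads that match several genes is not stated, so genes with a near-identical copy are reported as uncertain. The second table holds TPM (transcript abundance, a value scaled by the authors for transcript length and to a sum of 1000000 per library). Every value column matched 1 sample title, and 0 columns were left unmatched. Gene symbols are those of the tables.

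Total counts were 22372029 and 22122748 in the NDD libraries and 19192389, 22907610 and 23064000 in the WT libraries. A count of 0 allows up to 3 counts at 95% confidence, which is 0.130 to 0.156 CPM (counts per 1000000 counts) in these libraries. This limit covers counting error only, because reads made by PCR are not independent molecules.

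The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3, robust prior) on the deposited counts of all 5 libraries, with TMM factors, no covariate and genes kept by filterByExpr (13501 genes). P-values were adjusted by the method of Benjamini and Hochberg, and an adjusted p under 0.05 was called. Log2 fold changes are NDD over WT with a prior count of 0.125. Their standard error was approximated as the size of the log2 fold change divided by the square root of the F statistic. CPM values use the TMM-scaled library sizes, except that those of the marker genes of other cell types, and the limit for a count of 0, use the unscaled totals. For a gene at 3 counts or fewer in every library of 1 group, the fold was computed against that floor as a lower bound. Notch1 and Notch2 were also compared by an exact two-sided permutation test on log2 CPM (scipy 1.17.1). With 2 libraries against 3 its smallest possible p is 0.2, so it cannot reach 0.05.

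Hand-assembled gene lists (13 lists, 294 entries, of which 291 were in the table and 252 passed the filter) covered Notch targets, Notch pathway components, goblet, enteroendocrine, tuft and colonocyte genes, stem, proliferation, junction, interferon, antigen presentation, antimicrobial and inflammatory, and fetal or regenerative genes. They are not published signatures. Each was tested as a set with camera (preset correlation between genes of 0.01), adjusted over the 13 lists. Marker lists for fibroblasts (10 genes), immune cells (10 genes) and endothelium (6 genes) and a set of sex-specific genes served as checks of the cultures. The design, the lists, the named-gene rule and all alternatives were fixed before the data were examined. The plan assumed counts, and the same test was kept for the estimated counts.

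The genes named are Notch1 and Notch2, and then those chosen by rule. The rule took, from genes with adjusted p under 0.05, no overlap of CPM between groups, mean log2 CPM of at least 2 and no predicted-gene symbol, the 5 largest rises and the 5 largest falls. It added up to 3 members per list with an adjusted p under 0.05, and the 6 most abundant Notch targets whatever their p. Genes outside the rule are marked as chosen after their values were seen.

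Alternatives were RLE and upper-quartile factors, no filter or a minimum of 10 counts in every library, DESeq2 1.42.0, limma-voom (limma 3.58.1), a non-robust prior, other thresholds, a prior count of 2 for the fold changes, limma on log2(TPM + 1) or log2(TPM + 0.1) with and without a minimum of 1 TPM in at least 2 libraries, the replicate number as a block, fry and an estimated correlation for the lists, and leaving out each library in turn. DESeq2 was fitted to all rows with a count in any library, without the filter of the main test. Adjusted p-values that DESeq2 gave as missing were left missing. No NDD library carries number 3, so with the block the genotype difference rests on replicates 1 and 2.

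The code was tested on simulated counts drawn with the real means, library sizes and gene-wise dispersions, in which 200 genes were changed by 2 on the log2 scale. Of 13309 genes fitted, edgeR called 199 and recovered 87.5% of the changed genes, with 24 false calls. DESeq2 called 250 and recovered 96% of them, with 58 false calls. With dispersions set to their trend (13317 genes fitted), edgeR recovered 96.5% with 7 false calls and DESeq2 97% with 27. Camera called a simulated list raised by 1 on the log2 scale and 0 of 12 unchanged lists, and fry and the estimated correlation did the same. The simulated genes were independent, so this does not test how the set methods treat correlated genes.

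Gene neighbourhood was taken from the RefSeq annotation of GRCm38.p6, in which 12730 of the 13501 tested symbols were found. GC content and length came from GENCODE M21 transcripts. Copies of the 12 called genes were searched among the tested genes in the same transcripts, as pairs that share at least 50% of the 31-base sequences of the shorter gene (6 pairs). The sum of a pair was taken to decide between a shift of reads and a change in amount only where the called gene changed by more than 2 SD of the sum in WT, a rule set after the values were seen.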

Results

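Colon spheroids, which are three-dimensional epithelial cultures, were profiled by bulk RNA sequencing to compare cells whose Notch1 and Notch2 receptors cannot dimerize with wild-type cells. Notch receptors are cleaved upon ligand binding and release an intracellular domain that acts with the DNA-binding protein RBPJ. At paired binding sites this domain can act as a dimer, and the NDD alleles remove that contact. The study's title places the comparison within the question of how Notch dimerization bears on intestinal homeostasis. There were 2 NDD and 3 WT libraries. Total counts were 22372029 and 22122748 in NDD and from 19192389 to 23064000 in WT, so the NDD totals lay inside the WT range. Between 16534 and 16824 gene rows had at least 1 count in a library, and 13501 genes entered the tests.

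The similarity of the libraries was examined first. Over the tested genes, Spearman correlations of log2 CPM between WT libraries ranged from 0.984 to 0.987. The correlation between the 2 NDD libraries was 0.966, below every WT pair. NDD replicate 1 correlated with WT replicate 1 at 0.985, more closely than with the other NDD library. The 6 correlations between an NDD and a WT library ranged from 0.939 to 0.985. Restricting the comparison to the 500 most variable genes moved these values most, to 0.608 for the NDD pair and to a mean of 0.703 for the WT pairs. The first principal component held 51.8% of the variance, with scores of 12.1 and 66.96 in NDD and of -15.1, -13.5 and -50.5 in WT. The groups did not overlap on it, but the distance between the NDD libraries exceeded the distance between NDD replicate 1 and WT replicates 1 and 2.

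The mutated genes were both transcribed in the groups, and neither was called as changed. Notch1 was at 55.5 ± 0.596 CPM in NDD (SD, n = 2) and 62.4 ± 6.41 CPM in WT (SD, n = 3). Its log2 fold change was -0.17 (SE 0.14, edgeR adjusted p 0.584). Notch2 was at 32.1 ± 8.29 CPM in NDD and 43.2 ± 10.7 CPM in WT, with a log2 fold change of -0.43 (SE 0.26, edgeR adjusted p 0.505). Exact two-sided permutation tests gave p = 0.2 for Notch1 and p = 0.6 for Notch2, where 0.2 is the smallest p that this design allows. The groups did not overlap for Notch1 (lowest WT library 56.27 CPM, highest NDD library 55.96 CPM) and overlapped for Notch2. The log2 fold change of Notch2 depended on 1 library in either group: it was -0.72 without NDD replicate 1, -0.17 without NDD replicate 2 and -0.20 without WT replicate 3. That of Notch1 was -0.09 without WT replicate 1.

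Transcripts that Notch signalling is known to control were compared next. Of the 15 genes on the list of Notch targets, 8 had enough counts to be tested and 7 did not. Olfm4, Hey2 and Dtx1 had a count of 0 in all 5 libraries, which allows up to 0.156 CPM in the smallest library. Hes5, Hey1, Heyl and Hes7 had at most 8 counts in any library, so a difference between genotypes in these genes was not detectable at this depth. None of the 8 tested genes had an adjusted p under 0.05, over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05. That gene was Ccnd1, at 426 ± 95.3 CPM in NDD (SD, n = 2) and 715 ± 231 CPM in WT (SD, n = 3), with a log2 fold change of -0.75 (SE 0.29, edgeR adjusted p 0.437). Hes1 was at 70.1 ± 21.9 CPM in NDD and 51.7 ± 9.46 CPM in WT, with a log2 fold change of 0.44 (SE 0.24, edgeR adjusted p 0.484). The other 4 of the 6 most abundant targets had log2 fold changes between -0.27 (Myc) and 0.41 (Cdkn1a), with overlapping groups. The log2 fold change of Hes1 was 0.09 without NDD replicate 2 and 0.72 without NDD replicate 1, and that of Ccnd1 ranged from -1.003 without NDD replicate 1 to -0.45 without WT replicate 3. Of the other 4, Bhlhe40, Cdkn1a and Myc changed sign without NDD replicate 2, and Sox9 changed sign without NDD replicate 1. The median log2 fold change of the 8 targets was 0.18, and it was -0.17 without NDD replicate 2. As a set the list did not differ (camera, adjusted p 0.861), nor did the 30 tested pathway components (camera, adjusted p 0.628, median log2 fold change -0.02). The median of the components was -0.11 without NDD replicate 1 and -0.05 without NDD replicate 2.

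**Figure D1:**
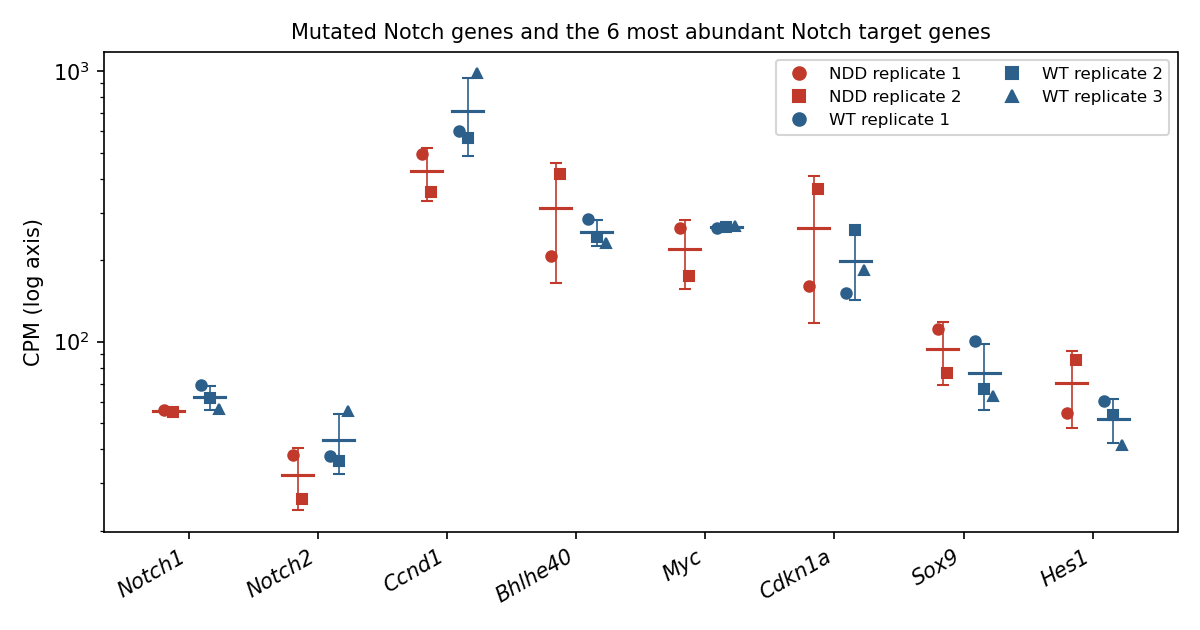
Abundance of Notch1, Notch2 and the 6 most abundant Notch targets in each library, in CPM on a log axis. Points are libraries, horizontal lines are group means and bars are 1 SD (n = 2 NDD, n = 3 WT). The groups overlap for Notch2 and for 5 of the 6 targets. Notch1 and Ccnd1 do not overlap, but their adjusted p-values are 0.584 and 0.437.

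Across the transcriptome, 12 of 13501 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 9 higher and 3 lower in NDD. An unadjusted p under 0.05 was found for 1508 genes (11.2%), 876 higher and 632 lower. The CPM values of the groups did not overlap in 4323 genes (32.0%), where chance gives 20% on average for 2 libraries against 3. Genes vary together between libraries, and the share was not computed for other splits. The excess therefore does not by itself show an effect of the genotype. The number of called genes depended strongly on the test and on the genes entered. DESeq2, fitted to all 19182 rows with a count, called 365 genes (220 higher, 145 lower), which included all 12. Without its filter on low counts, edgeR called 58. The number of edgeR calls also fell whenever a WT library was left out. Without WT replicate 1 no gene had an adjusted p under 0.05, while 1211 had an unadjusted p under 0.05. Without WT replicate 2 or 3, 5 and 3 genes were called. Each of these fits has fewer libraries from which to estimate the spread, so the loss does not single out WT replicate 1.

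Of the 12 called genes, 8 met the rule for naming. The largest rise was in Rpl34-ps1, which had 1327 and 1422 counts in the NDD libraries and 0 counts in all 3 WT libraries. Its abundance in NDD was 62.3 ± 6.06 CPM (SD, n = 2), at least 449.5-fold higher than in WT (edgeR adjusted p 0.013). Ifi202b had 390 and 236 counts in NDD and at most 1 count in WT, at least 101.4-fold higher (adjusted p 0.0167). Retnlb had 333 and 216 counts in NDD and at most 2 counts in WT, at least 89-fold higher (adjusted p 0.0197). For these 3 genes, inherited differences between the mixed backgrounds of the donors stay open as a source beside the genotype. Eno1b was at 45.5 ± 10.8 CPM in NDD and 3.33 ± 1.07 CPM in WT, a log2 fold change of 3.78 (SE 0.30, adjusted p 0.0234). Eif3j2 was at 41.1 ± 12.01 CPM in NDD and 4.55 ± 0.845 CPM in WT, a log2 fold change of 3.17 (SE 0.26, adjusted p 0.0234).

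The 3 falls were in Ndufs5, Rnaset2b and Eif3j1. Ndufs5 was at 0.428 ± 0.0751 CPM in NDD (SD, n = 2) and 18.9 ± 5.45 CPM in WT (SD, n = 3), a log2 fold change of -5.45 (SE 0.39, edgeR adjusted p 0.0167). Rnaset2b was at 3.43 ± 0.281 CPM in NDD and 43.5 ± 9.64 CPM in WT, a log2 fold change of -3.66 (SE 0.26, adjusted p 0.0167). Eif3j1 was at 21.5 ± 2.57 CPM in NDD and 80.1 ± 10.2 CPM in WT, a log2 fold change of -1.90 (SE 0.17, adjusted p 0.0363). The differences of all 8 genes were larger than the spread between replicates, with no overlap between groups. All 12 called genes kept their direction under RLE factors, DESeq2, limma on log2(TPM + 1), the replicate block and each fit without a WT library. Their groups did not overlap, so the direction had little room to reverse and this is weak support. Their edgeR adjusted p stayed under 0.05 in 0 genes without WT replicate 1 and in 3 genes without WT replicate 2 or 3. Of the 12 called genes, 7 share at least 50% of the 31-base sequences of the shorter gene with another tested gene, so their values are uncertain: Rpl34-ps1, Eno1b, Eif3j1, Eif3j2, Ndufs5, Rnaset2b and Gm12191 (named after its values were seen). All 3 falls are among them. Eif3j1 and Eif3j2 are such a pair, and they moved in opposite directions. The fall of Ndufs5 was absent from its sum with the pseudogene BC002163, which was 31.1 ± 0.201 CPM in NDD and 29.8 ± 4.08 CPM in WT.

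**Figure D2:**
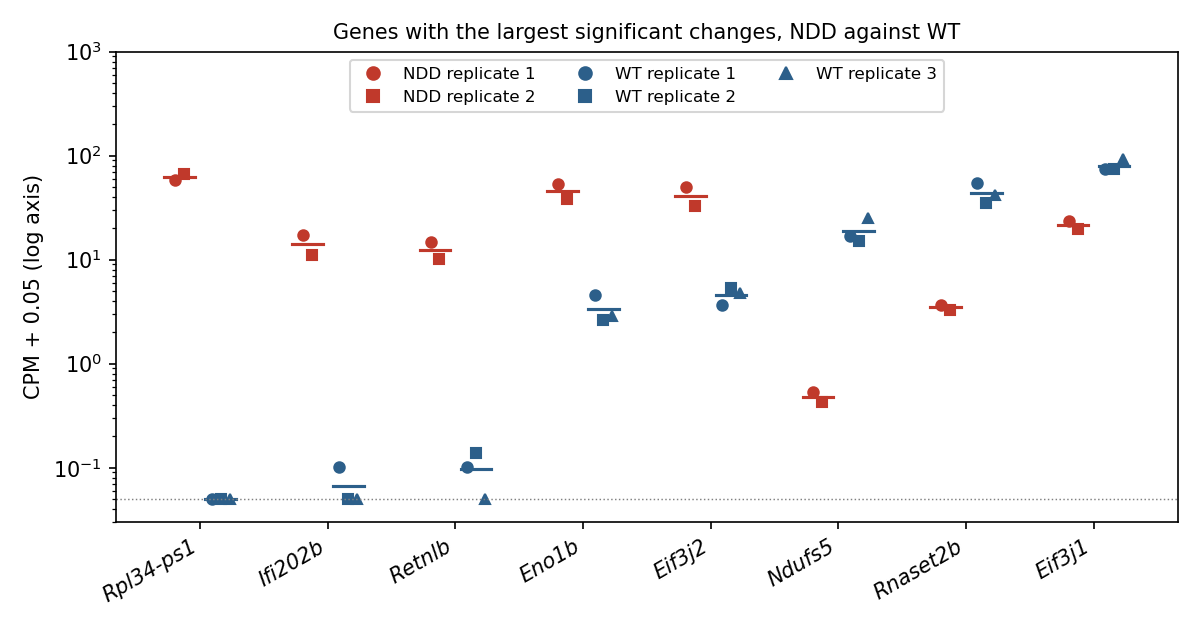
Abundance of the 8 named genes with an adjusted p under 0.05 in each library, shown as CPM + 0.05 on a log axis so that libraries with a count of 0 can be drawn (dotted line). Points are libraries and horizontal lines are group means. NDD and WT libraries are separated in every gene, and the WT libraries of Rpl34-ps1 all lie at 0 counts.

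The fixed gene lists asked whether epithelial cell types, proliferation, barrier genes or immune-related programmes shifted as a whole. With camera and its preset correlation, 7 of the 13 lists had an adjusted p under 0.05, 4 higher and 3 lower in NDD. The interferon list was higher (median log2 fold change 1.34, 25 of 26 genes higher, adjusted p 2.77e-13). The colonocyte list was higher (median 0.83, 22 of 23 genes, adjusted p 2.55e-11). The goblet list (median 0.43, 19 of 24 genes) and the antigen presentation list (median 0.84, 16 of 16 genes) were also higher. The proliferation list was lower (median -0.55, 26 of 26 genes, adjusted p 2.71e-08), as were the fetal or regenerative list (median -0.47, 15 of 19 genes) and the stem list (median -0.28, 12 of 17 genes). The junction, tuft, enteroendocrine, and antimicrobial and inflammatory lists did not differ. These calls rested on the preset correlation of 0.01. With the correlation estimated from the data, which was 0.93 for proliferation, 0.57 for colonocyte and 0.36 for interferon genes, no list had an adjusted p under 0.05 and none had an unadjusted p under 0.05. With fry no list had an adjusted p under 0.05 (lowest 0.183), and 3 had an unadjusted p under 0.05.

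Several list medians depended on NDD replicate 2. Without that library the median log2 fold change was -0.07 for proliferation, 0.09 for antigen presentation, -0.06 for stem, 0.23 for goblet and 0.87 for interferon genes. Without NDD replicate 1 it was -1.19 for proliferation and -0.66 for stem genes. The medians of the colonocyte list (0.75 to 1.11) and of the fetal or regenerative list (-0.70 to -0.34) moved by less than 1.5 times when any 1 library was left out.

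Among the 252 tested list entries, 1 gene (Retnlb, goblet list) had an adjusted p under 0.05 over all genes tested. Adjusted over the list alone, 18 entries passed: 11 interferon, 3 fetal or regenerative, 2 goblet and 2 stem genes. The 2 stem genes were Lgr5 and Ascl2, which were singled out after their values were seen. Lgr5 was at 1.86 ± 0.645 CPM in NDD (SD, n = 2) and 8.46 ± 1.03 CPM in WT (SD, n = 3), with a log2 fold change of -2.18 (SE 0.32). Its edgeR adjusted p was 0.119 over all genes and 0.00794 over the list alone. Ascl2 was at 7.10 ± 0.103 CPM in NDD and 20.9 ± 6.92 CPM in WT, with a log2 fold change of -1.56 (SE 0.30), an edgeR adjusted p of 0.207 over all genes and 0.0162 over the list alone.

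**Figure D3:**
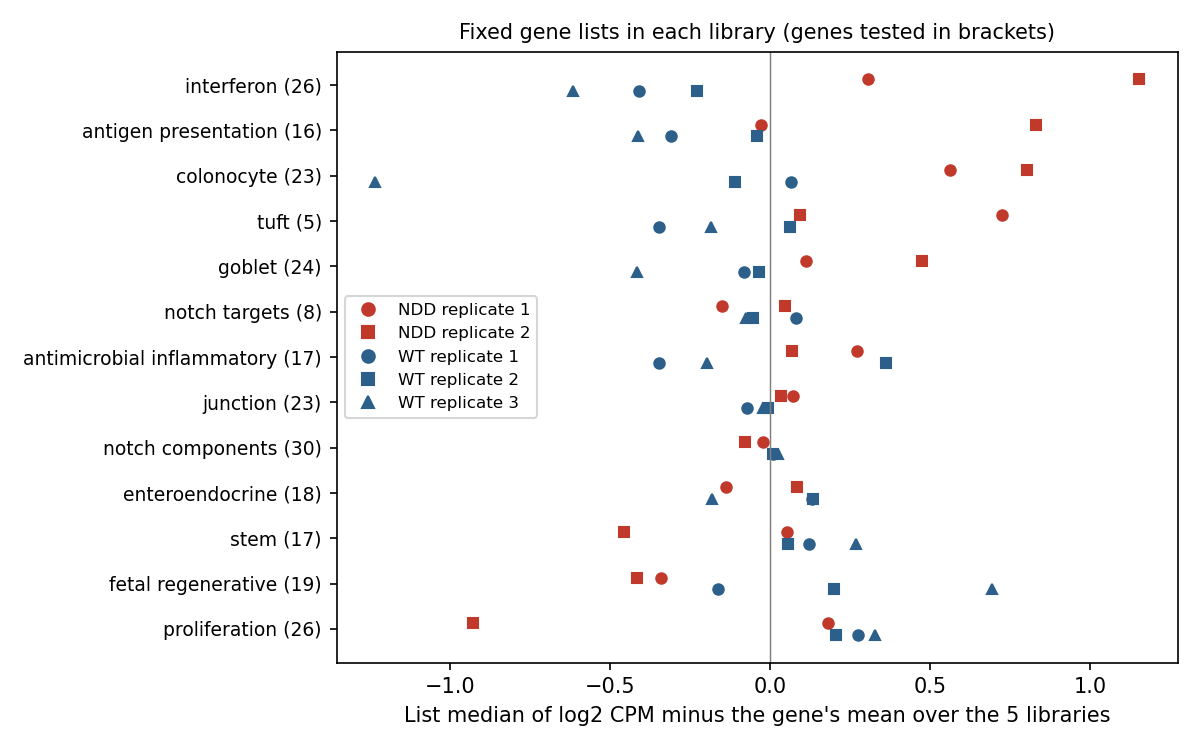
Level of each fixed gene list in each library, as the median over its genes of log2 CPM minus the gene's mean over the 5 libraries; the number of tested genes is in brackets. Points are libraries. For proliferation, NDD replicate 2 lies at -0.93 and NDD replicate 1 at 0.18, beside the WT libraries at 0.21 to 0.33, while for interferon genes both NDD libraries (0.31 and 1.15) lie above the WT libraries (-0.62 to -0.23).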

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

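The number of genes changed in NDD against WT, 12 with the settings of the report, stayed within 1.5 times, as a count, under RLE or upper-quartile factors, a non-robust prior, an added fold change minimum of 1 on the log2 scale, and the 3 limma fits on TPM (12 to 16 genes). It was 365 with DESeq2, 58 with no filter on low counts and 24 with limma-voom. It was 4 when 10 counts were required in every library, a rule that removes genes absent from 1 genotype by its construction. That removal does not account for every lost call. Gm12191, Phgr1, Eno1b, Eif3j2, Rnaset2b and Eif3j1 all pass the rule by their counts, and not all of them were called. It was 33 at an adjusted p under 0.10 and 1 at an adjusted p under 0.01. It ranged from 0 to 5 genes across the 3 fits that each left out a WT library, and the fit with 0 was the one without WT replicate 1 (1211 genes at an unadjusted p under 0.05). The DESeq2, unfiltered, RLE, upper-quartile and non-robust calls each included all 12 genes, and the limma-voom calls 11 of them. The limma fits on TPM shared fewer: 11 of 16 calls on log2(TPM + 1), 10 of 15 on log2(TPM + 0.1) and 8 of 15 on log2(TPM + 1) without a filter. Of the 5 genes called without WT replicate 2, 3 were among the 12. DESeq2 was fitted without the filter on low counts, so its 365 calls and the 12 of edgeR differ in the genes entered as well as the test. The cause of the gap between DESeq2 and edgeR was not tested on these libraries. In simulated data of the same design DESeq2 made 58 false calls in 250 and edgeR 24 in 199. Leaving out an NDD library leaves 1 library in that group, so no count of calls is given for it.

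Of the members of the fixed lists, 1 gene passed over all genes. There were 25 with DESeq2, 3 with the replicate block and 0 in each of the 3 fits without a WT library (687 to 1211 of all genes at an unadjusted p under 0.05). Adjusted over the list alone, 18 passed, against 47 with DESeq2, 29 with the replicate block and 11 to 21 without a WT library. The count was lowest without WT replicate 2.

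The number of lists past the camera threshold, 7, was also 7 under RLE factors, the stricter filter and without WT replicate 1 or 3, and 8 without WT replicate 2. It was 0 with fry and 0 with an estimated correlation. The median log2 fold change of the Notch targets moved from 0.18 to 0.12 on log2(TPM + 1), and ranged from -0.17 (without NDD replicate 2) to 0.19 across the 5 fits that each left out a library. Single targets changed sign in the same way: across those 5 fits Bhlhe40 ranged from -0.27 to 0.71, Myc from -0.60 to 0.0076, Cdkn1a from -0.29 to 0.88 and Sox9 from -0.012 to 0.55 on the log2 scale. The enteroendocrine median ranged from -0.21 to 0.0062 and the tuft median from -0.23 to 0.73. The antimicrobial and inflammatory median ranged from 0.13 to 0.53 (without WT replicate 2), against 0.11 with all libraries. The Notch component median ranged from -0.11 (without NDD replicate 1) to -0.010, against -0.02. Among the remaining results, and apart from leaving out a library, the medians of the antigen presentation and interferon lists moved by more than the SD of that list between WT libraries under the stricter filter and on log2(TPM + 1), and those of the proliferation, tuft and Notch component lists on log2(TPM + 1). Under the stricter filter the tuft median went from 0.60 to 0.31 and the antimicrobial and inflammatory median from 0.11 to 0.18, changes within the wider spread of these lists. The call of Phgr1 was lost with the replicate block and that of Ifi203 on log2(TPM + 1), and Lgr5, Ttll11 and Il1rn were called by DESeq2, the last also with the block.

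The correlation of the NDD pair was 0.957 by Pearson and 0.608 over the 500 most variable genes. The mean of the WT pairs was 0.977 by Pearson, 0.703 over the 500 genes and 0.983 on log2(TPM + 1), and the mean of the 6 pairs between groups was 0.442 over the 500 genes. The mean of the WT pairs exceeded the correlation of the NDD pair in each of these.

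Replicate numbers are shared between the groups, but the labels do not say that they mark a litter, batch or day. For that reason the libraries were not treated as paired. The deviations of same-numbered libraries from their group means correlated at 0.013 for number 1 and 0.30 for number 2. The deviations of the 2 NDD libraries are equal and opposite, so these correlations are tied to each other and cannot decide on pairing. With the replicate block, 33 genes were called (19 higher, 14 lower, 11 of them shared with the 12 above) and 8 lists passed camera. WT replicate 3 has no NDD library with its number, so these calls rest on the differences within replicates 1 and 2. That leaves little from which to estimate the spread. Neither Notch1 nor Notch2 was called under RLE factors, DESeq2, log2(TPM + 1), the replicate block or the 3 fits without a WT library, the alternatives tested for them, with adjusted p-values from 0.584 to 0.885 and from 0.505 to 0.893.

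With 2 libraries against 3 the exact tests cannot go below 0.2. At 19192389 to 23064000 counts per library, 7 of the 15 Notch targets could not be tested.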

Other observations

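The tests of library splits for called genes, donor sex, depth, other cell types and the neighbourhood of the alleles for called genes were planned before the data were examined, and all other tests below were chosen after the results were seen.

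Only the real split of the 5 libraries into 2 and 3 gave as many as 12 called genes (1 of 10 splits), and the other 9 splits gave 0 calls with 79 to 981 genes at an unadjusted p under 0.05. With 10 splits the share cannot fall below 0.1. DESeq2 gave 365 calls for the real split and 3 to 138 for the others. By contrast, 6 of the 10 splits, the real one included, put as many lists past the camera threshold (2 to 8 lists in the others). Some of the others keep both NDD libraries on the same side. They pair WT replicates 1 and 3 (8 lists), 2 and 3 (7 lists) or 1 and 2 (4 lists). A shift in NDD could also move lists past the threshold there. Splits that divide the NDD libraries gave 2 to 8 lists. The splits therefore cannot decide whether the 7 lists called with the preset correlation belong to the genotype.

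Sex and depth did not account for the 12 called genes, and most markers of other cell types were too low for such cells to do so. All 5 libraries carried transcripts of 4 Y-linked genes (at least 321 counts each) and at most 4 counts of Xist, so donor sex did not differ. NDD totals lay within the WT range, and 11 genes, all of them among the 12, were called after every library was thinned to 19192389 counts. The highest median of a marker list in any library was 0.153 CPM, for fibroblasts, against 0.0782 CPM for immune and 0.0223 CPM for endothelial genes. Of these markers, 3 were above 1 CPM in some library. Fn1 was at 7.23 to 43.1 CPM, with overlapping groups. Cd68 (1.65 to 3.77 CPM) and Csf1r (1 to 70 counts) were lower in both NDD libraries than in every WT library, so a small difference in such cells is not excluded by these genes. Col1a1 was at most at 0.437 CPM and Ptprc at 0.0873 CPM, against 909 to 1130 CPM for Epcam.

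A group of genes was read in 1 genotype and almost absent in the other. With at least 20 counts in every library of 1 group and at most 3 in every library of the other, 16 genes qualified, 15 present in NDD and 1 (Zfp976) present in WT. Other splits of the libraries gave 0 to 5 such genes (1 of 10 splits reached 16, the real one). Besides Rpl34-ps1, Ifi202b and Retnlb they include Ifi203 and Ifi204, which lie near Ifi202b in the RefSeq annotation. Such presence or absence may come from the genotype, or from inherited differences between the mixed C57Bl6 and FVB backgrounds of the donors, and the deposited tables hold no sequence variants that could separate these. A segment carried along with the mutant alleles was tested through position. None of the 12 called genes lay within 10 Mb of Notch1 or Notch2 (0 of 12), which argues against a segment of that reach holding them. A longer segment was not tested, nor were the positions of near-identical copies that were not called. Of 75 placed genes with an unadjusted p under 0.001, 5 (6.67%) lay within 10 Mb of either allele. The share among all placed genes was 3.62% (one-sided Fisher's exact p = 0.135), which leaves a contribution open for genes such as Il1rn and Ttll11. Segments elsewhere in the genome that each change several neighbouring genes stay open: 8 of the 75 had another gene of the set within 1 Mb, against a median of 9 in 10000 random sets (permutation p = 0.665), a count that cannot exclude a few segments such as the one with Ifi202b and Ifi203. Single inherited variants, and an effect of the Notch alleles themselves, stay open and were not tested.

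Reads moved between near-identical copies may account for several of the called genes, for example through a variant that changes which copy a read matches best. A search of transcript sequences found a copy among the tested genes for 7 of the 12, in 6 pairs. In all 6 pairs the called gene and its copy moved in opposite directions. In 3 pairs the called gene changed by more than 2 SD of the sum in WT and the sum overlapped between the groups. That is the outcome that such a shift would give. Gm12191 rose by 116 CPM while Rpl30 changed by -123 CPM (log2 ratio of the sum -0.043), and Rpl34-ps1 rose by 62.3 CPM while Rpl34 changed by -77.9 CPM (-0.10). Ndufs5 changed by -18.5 CPM while BC002163 rose by 19.9 CPM (0.065), and WT replicate 3, with the highest Ndufs5 of all libraries, had 0 counts of BC002163. The spread of BC002163 alone is wide (SD 9.39 CPM in WT), so this pair rests on the narrower spread of the sum. Eif3j1 and Eif3j2 also moved in opposite directions, but their sum fell (log2 ratio -0.43) without overlap between groups, so a shift of reads and a real loss cannot be told apart. The sums also overlapped for Rnaset2b and Rnaset2a (log2 ratio of the sum 0.62) and for Eno1b and Eno1 (-0.20). There the change in the called gene was too small against the spread of the sum to decide. No such copy was found for the other 5 called genes, Ifi202b, Ifi203, Retnlb, Phgr1 and Qpct.

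NDD replicate 2 differed from the other 4 libraries in proliferation genes, and the lower level of that list in NDD came from it: the median log2 fold change was -0.073 without it and -0.55 with it. A hypothesis consistent with this is a difference in culture state between the 2 NDD wells or donors. The interferon list behaved otherwise, since NDD replicate 1 alone was also above all 3 WT libraries (median log2 fold change 0.87 without NDD replicate 2). A trend on GC content or transcript length did not account for the list shifts, because all 7 lists stayed past the camera threshold after it was removed. That trend explained between 0.66% and 2.21% of a library's deviations. Whether the interferon shift belongs to the genotype or to the donors and cultures was not tested, and it did not pass fry or the estimated correlation.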
